A study of Mus musculus with 4 samples. Its data were reported in "Nr6a1 controls Hox expression dynamics and is a master regulator of vertebrate trunk development" (2022).

How the data were processed

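RNA from whole mouse embryos collected at embryonic day 9.0 (E9.0) was hybridised to Affymetrix mouse whole-genome expression arrays, 1 array per embryo. The 4 arrays fall into 2 groups of 2, wildtype (labelled wt) and homozygous mutants for Nr6a1, an orphan nuclear receptor formerly called Gcnf (labelled Gcnf-/-, written Nr6a1-/- here). The study's methods describe extraction from each whole embryo, so replicates were taken as separate embryos, and state a collection window that reaches beyond the stage in the labels. Somite number, litter and scan date of each embryo are not given in the sources used here.

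The authors deposited log2 signal values made with the robust multi-array average (RMA), which corrects the background, makes the distributions of the arrays alike by quantile normalisation and summarises the probes of a probe set. The RMA version, chip annotation and genome build are not given in the sources used here. Quantile normalisation removes any change that shifts most transcripts together, and the signal of a weakly expressed transcript includes unspecific hybridisation, so that fold changes of dim probe sets are understated. Nothing was normalised again for the main results.

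The table held 45101 probe sets, of which the 64 Affymetrix control probe sets were left out of testing, leaving 45037. The platform annotation gave 34945 probe sets (77.6%) a single gene symbol, 932 several and 9160 none. Symbols were updated through the Entrez identifier against the RefSeq genes of assembly GRCm38.p6, which matched 99.4% of the single-symbol probe sets and changed 0 symbols. Probe sets without a single symbol were counted and not named. A gene was represented by its probe set with the highest mean log2 signal over the 4 arrays, which gave 18193 genes. No coordinates are reported, because the array design states no build.

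Genotypes were compared per probe set with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with genotype as the only term and Benjamini-Hochberg adjustment over the 45037 probe sets. A probe set was called at an adjusted p of 0.05 or lower and a change of at least 2-fold (a log2 fold change of 1), which are the study's thresholds. Fold changes are mutant minus wildtype. The standard error (SE) of a single probe set is limma's moderated one. It draws on the spread shared across probe sets and can differ from the spread between the embryos. With 2 arrays per group an exact permutation test cannot go below a two-sided p of 0.333, so that every call rests on the spread limma shares across probe sets (prior standard deviation 0.0849 on the log2 scale, 3.16 prior degrees of freedom). The number of arrays limits the precision.

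Before the data were examined, 28 gene lists were fixed, covering Hox groups, tissues, possible contaminating tissues and pathways. Each was tested with camera of limma (preset inter-gene correlation 0.01, two-sided, adjusted over the 28 lists), with an estimated correlation and with fry, a rotation test of whether the members move one way on balance. Of the 536 list entries, a set for embryo sex included, 38 had no matched probe set. Genes to be named were fixed by rule at the same time: every Nr6a1 probe set; the 12 largest falls and 12 largest rises among called genes whose groups did not overlap, leaving out Xist, Tsix, Y-linked genes, symbols ending in Rik and predicted genes named Gm followed by a number; up to 4 members of each list with the smallest p; any Hox gene; and the sex and control probe sets. Embryo sex was read from Xist and Y-linked genes, and RNA quality from the control probe sets.

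The alternatives were the replicate number as a block, each array left out in turn, a filter on dim probe sets, repeated quantile normalisation, median centring, eBayes with an intensity trend or robust, no fold threshold, treat, probe sets without shared sequence, and the mean or the lowest-p probe set per gene. The procedure was tested on simulated arrays with the means and variance distribution of the real ones. Of 50 probe sets planted at each size, 34% were called at a log2 change of 1, 92% at 1.5, 100% at 2 and 100% at 3, and 4 unchanged probe sets were called among the 45037. A shift of -0.5 planted in the trunk Hox list was found by camera in 20 of 20 simulated sets. Correlation between genes is not among the features matched to the real arrays. The result therefore does not test camera where the members of a list vary together.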

Results

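Gene expression was measured in 2 wildtype and 2 Nr6a1-/- whole mouse embryos at E9.0, when trunk segments are being laid down, to find which genes change when the receptor is lost. Signals are RMA log2 values. The arrays of a genotype resembled each other more (Pearson r across probe sets 0.9973 for wildtype and 0.9975 for mutants) than arrays of different genotype did (0.9931 to 0.9952). Wildtype replicate 1 was a female by its Xist signal (13.11, against 6.68, 6.44 and 6.61 in the other arrays) and its low signal for the Y-linked Eif2s3y (4.25, against 9.52, 9.48 and 9.31), and the other 3 embryos were male. It also had the lowest signal for the poly-A RNA spikes, lower than the mean of the other arrays by a log2 difference of -0.72, and 18S ribosomal RNA probe sets read higher in mutants by a log2 difference of 1.06.

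The targeted gene itself was not lower on this array. All 5 Nr6a1 probe sets lay above wildtype in the mutants, by 0.05 to 0.56 on the log2 scale, and none passed the threshold. The brightest stood at 11.67 ± 0.19 in wildtype and 12.01 ± 0.20 in mutants (SD, n = 2 each). Where these probes lie relative to the deleted part of the gene is not known here, so the signal does not check the genotype labels.

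Few transcripts differed strongly between the genotypes, and more were higher than lower in mutants. The pluripotency factor Pou5f1 (Oct4) had the largest rise of the named genes, 41.6-fold, and Nanog rose 10.6-fold. En2, a homeobox gene of the midbrain-hindbrain boundary, was 3.99-fold lower, and the trunk Hox gene Hoxc8 was 2.38-fold lower. In all, 35 probe sets were lower and 137 higher in mutants, or 0.382% of those tested. They represent 28 named genes lower and 91 higher, with 3 lower and 18 higher probe sets lacking a single symbol. Of the 59 called genes with over 1 probe set, 48 had all their probe sets on the same side of 0, and 0 had an opposing probe set at an unadjusted p under 0.05. In limma without wildtype replicate 1, mutant replicate 1 or mutant replicate 2, 0 probe sets passed (5241, 6570 and 7244 at an unadjusted p under 0.05), and without wildtype replicate 2 there were 2 lower and 7 higher, 3 of these 9 being among the 172. In each of these fits all 172 kept their direction, and 151 to 169 kept a change of at least 2-fold.

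Among the 12 largest falls, En2 fell by 2.00 ± 0.09 on the log2 scale (moderated SE, n = 2 per genotype, limma adjusted p = 0.0092). Nppa, the precursor of atrial natriuretic peptide made by heart muscle, fell by 1.84 ± 0.18 (adjusted p = 0.0338). Vgll2, a cofactor of TEAD transcription factors, was 3.25-fold lower, and Wfikkn1, which encodes a secreted protein that binds Gdf8 and Gdf11, was 2.95-fold lower. Fxyd2, a regulatory subunit of the sodium pump, was 2.50-fold lower. Tmed6 (3.55-fold), Fap (3.20-fold), the milk protein gene Csn3 (2.96-fold), Dmrta1 (2.87-fold), the Fc receptor gene Fcgr3 (2.78-fold), the chemokine gene Ccl6 (2.44-fold) and Hoxc8 completed the set. Averaged over their probe sets, Csn3 (-0.86), Fxyd2 (-0.90) and Ccl6 (-0.86) were short of 2-fold, and 1 of the 4 probe sets of Fxyd2 lay on the opposite side of 0.

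Among the 12 largest rises, Pou5f1 went from 5.61 ± 0.54 in wildtype to 10.99 ± 0.46 in mutants (SD, n = 2 each). Its log2 fold change was 5.38 ± 0.32 (moderated SE, limma adjusted p = 0.0136). Fabp3, a fatty acid carrier of heart and muscle, rose 10.6-fold, the lipid droplet gene Cidea rose 10.7-fold and Oxct1, which lets cells use ketone bodies, rose 4.94-fold. Ddit4, a stress-induced inhibitor of mTORC1, rose 4.89-fold. The zinc finger gene Bcl11b rose 6.99-fold and Wnt8a, a ligand of the posterior embryo, rose 5.45-fold. Kng1 (4.63-fold), Sh3gl3 (4.43-fold), Pga5 (4.37-fold) and Vgll3 (4.34-fold) completed the set with Nanog. The rule asked for genotypes that do not overlap, which chance alone gives for 33.3% of genes.

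**Figure D1:**
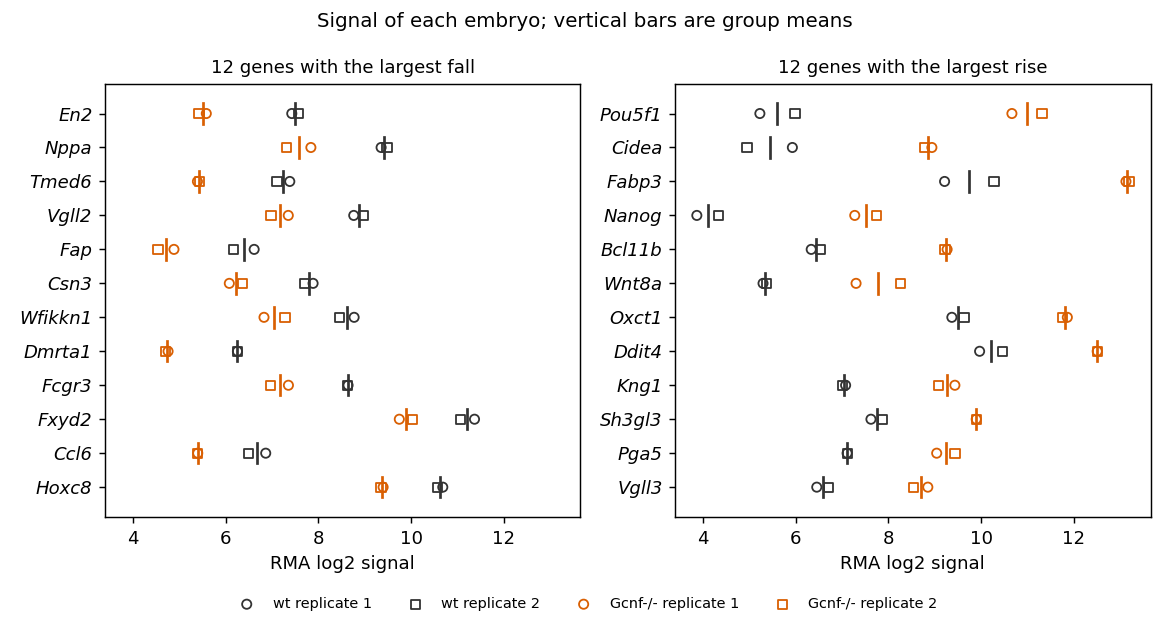
RMA log2 signal (horizontal axis) of each embryo for the 12 genes with the largest fall (left) and the 12 with the largest rise (right); circles and squares are replicates 1 and 2, grey is wildtype, orange is Nr6a1-/- and vertical bars are group means. Pou5f1 moved from a mean of 5.61 to 10.99, the widest gap shown.

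Of the Hox genes, which set regional identity along the body axis, the anterior and trunk lists were lower and the posterior list higher. The lists were not tested against each other. Of the 10 measured trunk Hox genes (paralogue groups 6 to 9), 9 lay below wildtype with a median log2 fold change of -0.67, and the list was lower (camera adjusted p = 1.2e-06; adjusted p = 0.460 with an estimated correlation). Hoxc8 fell by 1.25 ± 0.08 (SE) and Hoxa9 by a log2 fold change of -1.10 ± 0.08, the 2 members called, and 8 members passed an adjusted p of 0.05 when adjusted over the list alone. Hoxb6 and Hoxb7 stood at -0.06 and 0.08. Of the 10 measured posterior Hox genes (groups 10 to 13), 9 lay above wildtype with a median of 0.25, and the list was higher (adjusted p = 0.00568; 0.460 as the adjusted p with an estimated correlation). Hoxb13 rose by 1.81 ± 0.08 and Hoxd13 by 1.09 ± 0.13, while Hoxc10 went the other way at -2.16 ± 0.30 without passing (adjusted p = 0.0541). Hoxc10 did pass in 6 of 12 alternative settings, at an adjusted p from 0.0145 with an intensity trend to 0.0455 with median centring. Averaged over their probe sets, Hoxa9 and Hoxd13 stood at -0.84 and 0.72, short of 2-fold. The 13 measured anterior Hox genes had a median of -0.15 with 0 called, and their list was lower (adjusted p = 0.00969; adjusted p = 0.460 with an estimated correlation). With 1 array left out, this median ran from -0.14 without wildtype replicate 1 to -0.25 without mutant replicate 1. The posterior median ran from 0.22 without mutant replicate 1 to 0.37 without mutant replicate 2. The posterior call was lost among brighter probe sets alone (adjusted p = 0.0936) and the anterior call without mutant replicate 2 (adjusted p = 0.0639) and with fry (adjusted p = 0.106).

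**Figure D2:**
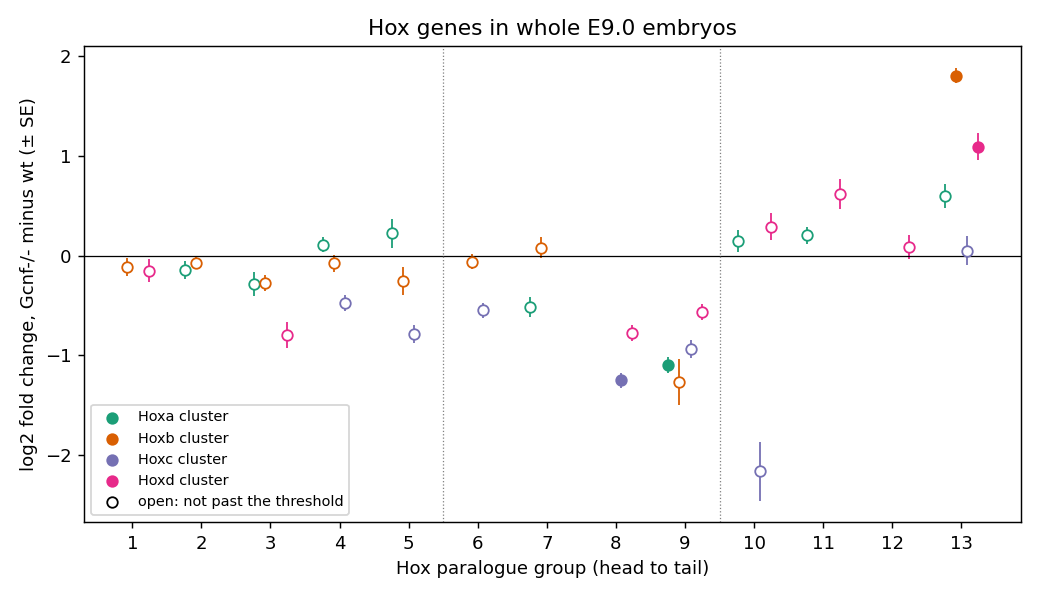
Log2 fold change of each measured Hox gene (vertical axis, Nr6a1-/- minus wildtype, bars are limma's moderated SE, n = 2 embryos per genotype) by paralogue group (horizontal axis). Colours are the Hox clusters, filled points passed the threshold and dotted lines part anterior, trunk and posterior groups. Hoxc8 and Hoxa9 were called lower, Hoxb13 and Hoxd13 higher, and Hoxc10 at -2.16 was not called.

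Pluripotency and epiblast genes were higher as a list, carried by a few members. Of 18 measured, 16 lay above wildtype with a median of 0.20, and 3 were called: Pou5f1, Nanog and Klf4, which rose 2.87-fold (camera adjusted p = 9.6e-05; adjusted p = 0.460 with an estimated correlation). By fry the list did not pass (adjusted p = 0.124). Dppa3 stood at 0.50 and did not pass. The germ line list did not pass (adjusted p = 0.190), with 1 of its 22 members called, the meiotic chromosome gene Sycp3, which went from a mean of 4.92 to 6.92; the list passed as higher without mutant replicate 1 (adjusted p = 0.0479).

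Genes of somite derivatives were lower as a list. Their median of -0.31 shrank to -0.20 without wildtype replicate 1 and to -0.19 without mutant replicate 2. Of 23 measured, 18 lay below wildtype (median -0.31) and 3 were called, Wfikkn1, Dmrt2 at -1.13 ± 0.10 and Fgf18 at -1.08 ± 0.08; 7 were lower when adjusted over the list alone (camera adjusted p = 0.000705; adjusted p = 0.460 with an estimated correlation; fry adjusted p = 0.129). Intermediate mesoderm and kidney genes were lower too, with 8 of 9 below wildtype and the kidney regulator Pax8 called at -1.18 ± 0.07 by 1 of its 2 probe sets, or -0.65 and short of 2-fold as their mean (adjusted p = 0.00313; adjusted p = 0.460 with an estimated correlation), though not among brighter probe sets alone (adjusted p = 0.902). The probe sets of Ret, the receptor for Gdnf, disagreed in size: the one that stands for the gene read -0.43 and was not called, and another read -2.25 (adjusted p = 0.00971). The forebrain and midbrain list was lower, with 18 of 22 below wildtype and En2 called (adjusted p = 0.0126; adjusted p = 0.460 with an estimated correlation), and so was the neural crest list, with 13 of 18 below and 0 called (adjusted p = 0.0437; adjusted p = 0.460 with an estimated correlation). Both calls were lost among brighter probe sets (adjusted p = 0.184 and 0.255), and the second with median centring (adjusted p = 0.0609) and fry (adjusted p = 0.0711) too. The axial progenitor list (adjusted p = 0.817) and the presomitic mesoderm list (adjusted p = 0.453) did not pass, with medians of 0.04 and 0.01.

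Heart muscle and primitive red cell genes were higher as lists. Of 27 heart muscle genes, 22 lay above wildtype (median 0.29) and 13 were higher when adjusted over the list alone; Myl3, a ventricular myosin light chain, rose 2.36-fold whereas Nppa fell (camera adjusted p = 5.4e-05; adjusted p = 0.460 with an estimated correlation; fry adjusted p = 0.129). Of 17 primitive erythroid genes, 16 lay above wildtype (median 0.41) and 0 were called, with Alas2, the first enzyme of haem synthesis in red cells, at 0.98 and Nfe2 at 0.90 (adjusted p = 2.1e-05; adjusted p = 0.486 with an estimated correlation; fry adjusted p = 0.156). Allantois and lateral plate genes were higher, 8 of 12 above wildtype, with Wnt2 called at 1.44 ± 0.14 (adjusted p = 0.0126; adjusted p = 0.460 with an estimated correlation). Yolk sac endoderm genes were lower, 14 of 19 below wildtype and 0 called, with Hnf4a at -0.47 (adjusted p = 0.0437; adjusted p = 0.647 with an estimated correlation), a call lost without wildtype replicate 1 (adjusted p = 0.209), without mutant replicate 2 (adjusted p = 0.383), with median centring (adjusted p = 0.0595), among brighter probe sets (adjusted p = 0.0691) and with fry (adjusted p = 0.340).

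Genes of the hypoxia and glycolysis list were higher, 26 of 28 above wildtype (median 0.28), with Ddit4 called and Ndrg1 at 0.99 and the mitophagy gene Bnip3 at 0.79 short of 2-fold (camera adjusted p = 1.0e-07; adjusted p = 0.460 with an estimated correlation; fry adjusted p = 0.0700). The p53 response list was higher with 0 called, 12 of 18 above wildtype, and 4 members, among them the cell cycle inhibitor gene Cdkn1a at 0.82 ± 0.08 and Phlda3 at 0.76 ± 0.09, at an adjusted p of 0.05 but short of 2-fold (adjusted p = 0.0130; adjusted p = 0.460 with an estimated correlation; fry adjusted p = 0.00578). Pmaip1, named after its values were seen, had the highest value of that list at 1.07 ± 0.14 without passing (adjusted p = 0.0507). These lists, like each list above, moved alongside the genotype difference in 18S ribosomal RNA signal of 1.06. The list of genes the study named had 13 of 32 called lower and 22 at an adjusted p of 0.05 whatever their fold (camera adjusted p = 8.6e-21; adjusted p = 0.460 with an estimated correlation); adjusted over the list alone, 28 were lower. The study chose these genes as reduced on these samples, which fixed the direction beforehand. Neither the counts nor the camera result are therefore independent evidence of it. At least En2, Pax8, Hoxc8 and Hoxa9 are also members of the forebrain and midbrain, kidney and trunk Hox lists above. Their falls there are not independent evidence either.

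The other lists did not pass in camera: neural progenitors (adjusted p = 0.346), neurons (0.432), endothelium (0.432), macrophage and white cells (0.337), gut endoderm (0.190), trophoblast and decidua (0.581), retinoic acid pathway (0.453), integrated stress response (0.157), cell cycle (0.337) and the let-7 and Lin28 axis (0.0884). By fry the gut endoderm list passed as higher (adjusted p = 0.0490), but not in camera with an estimated correlation (adjusted p = 0.460). Its member Sox17, an endoderm regulator, rose 2.74-fold. The neural progenitor list passed as lower without mutant replicate 1 (adjusted p = 0.0283), and without mutant replicate 2 the integrated stress response list passed as higher (adjusted p = 0.00495) and the let-7 and Lin28 list as lower (adjusted p = 0.0464), as it did with an intensity trend (0.0477), with the mean of a gene's probe sets (0.0119) and with the lowest-p probe set (0.00276). The trophoblast list had a median of -0.03, a mean of 0.06 and a test direction of higher. Cell cycle genes moved little, with a median of -0.05 over 19 members.

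**Figure D3:**
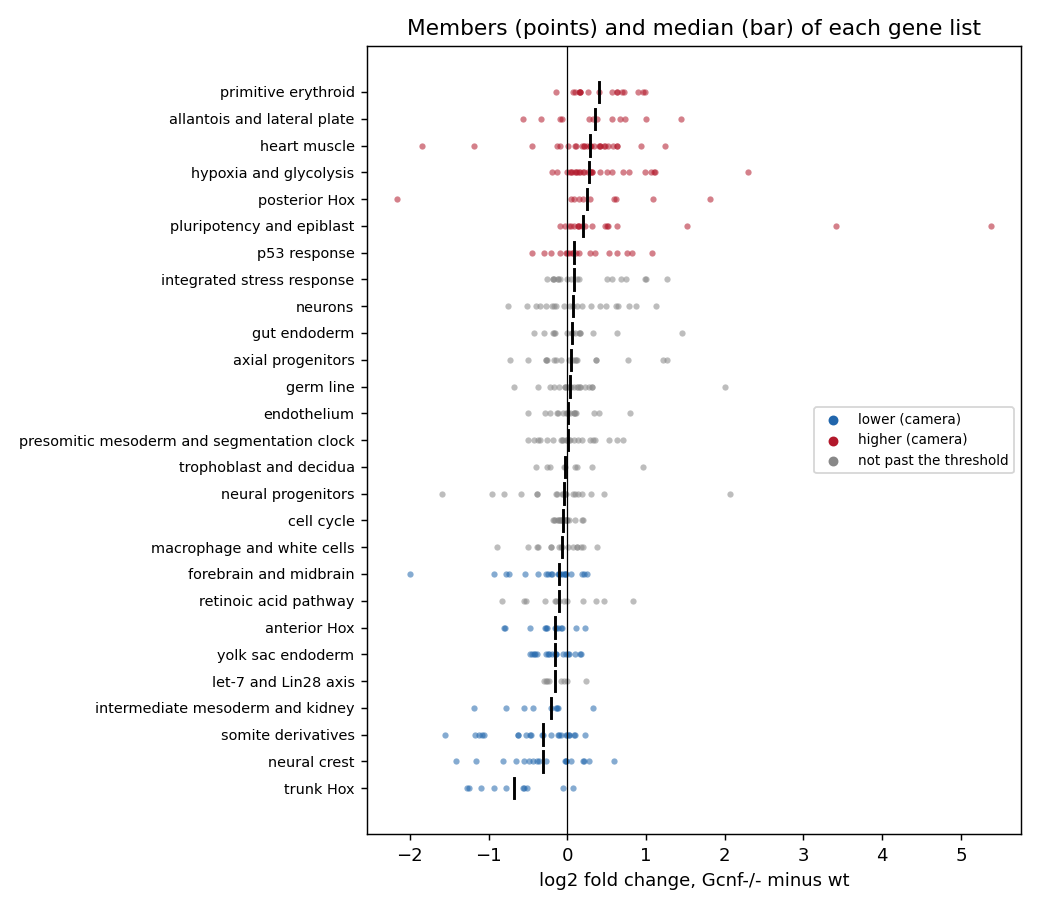
Log2 fold change (horizontal axis, Nr6a1-/- minus wildtype) of each measured member (points) of the gene lists other than the genes the study named, with the list median as a bar; blue and red lists were lower and higher in camera with the preset correlation and grey lists did not pass. The trunk Hox median of -0.67 is the lowest and the primitive erythroid median of 0.41 the highest.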

Values the study reported

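The study kept genes with an adjusted p of 0.05 or lower and a change of at least 2-fold from these arrays, and took the 50 most downregulated genes for functional annotation. At the same thresholds, the main comparison here called 35 lower probe sets, representing 28 named genes, both fewer than 50. The list of genes the study named had 13 of its 32 measured members called lower. The calls here were therefore fewer than the study's, and the cause of the difference was not tested. By quantitative PCR, it reported that Hoxb13 increased more than 200-fold in E9.5 tailbuds after conditional deletion of Nr6a1.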

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

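With 2 arrays per group the calls depend on every array. Leaving out 1 array in turn, which assumes that the lone embryo varies like the other genotype, gave 0 to 2 lower and 0 to 7 higher probe sets, from fewer samples by construction, and camera adjusted p from 0.00150 to 0.0639 for the anterior Hox list, for which the cause was not tested. With the replicate number as a block, 0 lower and 0 higher probe sets passed in limma (8358 at an unadjusted p under 0.05), with 1 residual degree of freedom; same-numbered embryos share only a number, since their deviations correlated at 0.06 across probe sets. The lower count was 61 with an intensity trend, which also put 2694 probe sets at an adjusted p of 0.05 whatever their fold against 439, for which the cause was not tested, and counts were 115 lower and 324 higher with no fold threshold and 0 lower and 8 higher with treat, by construction (9046 at an unadjusted p under 0.05 in the main comparison). Repeated quantile normalisation gave 215 calls, 169 of them shared with the 172, and median centring 195, 165 shared. With an estimated correlation the camera adjusted p was 0.460 for the anterior, trunk and posterior Hox lists, and 0 of 28 lists passed. The posterior list missed among brighter probe sets (adjusted p = 0.0936) and the anterior list with fry (adjusted p = 0.106); the cause was not tested. Of lists that had not passed, axial progenitors changed direction without wildtype replicate 1 (adjusted p = 0.777) or mutant replicate 2 (0.657; lowest over the arrays left out 0.240), and neural progenitors without mutant replicate 2 (0.945; lowest 0.0283) or among brighter probe sets (0.902); the cause was not tested. Averaged over all their probe sets, Csn3 (-0.86), Fxyd2 (-0.90), Ccl6 (-0.86), Pax8 (-0.65), Hoxa9 (-0.84) and Hoxd13 (0.72) were short of 2-fold. Nr6a1 stayed above 0 in all settings, 0.20 to 0.56. Robust eBayes has no camera counterpart and gave no list values. Signal over background is not given per probe set, so dim genes such as Nanog carry understated changes.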

Other observations

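The tests of fewer caudal cells, a younger embryo, retained epiblast cells, wildtype replicate 1 in the Hox and Pou5f1 patterns, RNA input, a noisier array and other splits of the arrays were chosen after the results were seen. Those of primordial germ cells, sex chromosomes and fat oxidation were fixed before their values were computed, although the germ cell genes Dppa3 and Tfap2c had been seen.

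The following genes lie outside the fixed rule and are named here after their values were seen. Bcl11a, a relative of Bcl11b, had 4 probe sets called higher, by 2.10, 3.34, 3.56 and 3.68 on the log2 scale, while the brightest probe set, which stands for the gene, read 0.20. Nfib had 5 of its 7 probe sets called, the representative at 2.04 ± 0.13 (SE). Cpt1a, which admits fatty acids to mitochondria, read 1.93 with 1 of 3 probe sets called, the others at 2.04 and 1.31 (adjusted p = 0.0704 and 0.0729). Acadl read 1.82 with 1 of 2 called, the other, a dim one, lying at -0.06, and Ldhb read 1.40 with 4 of 4 called.

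Cpt1a and Acadl led to the hypothesis that fatty acid oxidation genes rise together. Further genes of that pathway, listed without the ones already noticed, had a median log2 fold change of 0.18 over 16 measured, all 16 above wildtype and 0 called. Camera gave an unadjusted p of 4.9e-07, and p = 0.0798 with an estimated correlation. The median missed the bound of 0.2 set beforehand, so the prediction was not met. The shortfall was smaller than 0.05, the standard error of the genes' mean. A smaller shared rise is left open, with all 16 genes above wildtype.

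The trunk Hox list was lower and the posterior Hox list higher in camera with the preset correlation. Fewer caudal progenitor and presomitic cells would lower their markers by about as much, yet the 40 genes of both lists averaged 0.074 ± 0.068 (SE). This mean joins members that moved both ways, with 0 called. Of the axial progenitor genes 8 lay below wildtype and 10 above, from Cdx4 at -0.73 to Mixl1 at 1.26. Of the presomitic genes 11 lay below and 11 above, from Lfng at -0.50 to Tbx6 at 0.71. Without wildtype replicate 1 the trunk median was still -0.66. A uniformly younger mutant embryo would leave the late-starting posterior genes at or below wildtype, and is argued against for that list by its median of 0.25, with 9 of 10 above wildtype, Hoxb13 and Hoxd13 called, and passes in camera (adjusted p = 0.00568, or 0.00330 to 0.0176 with each array left out) and fry (adjusted p = 0.0490). The evidence is mixed. Hoxc10 stood at -2.16, and the list missed with an estimated correlation (camera adjusted p = 0.460). At a median of 0.25 again, it also missed among brighter probe sets (camera adjusted p = 0.0936). The paper counts Hoxc10 as posterior in its cell cultures, but among the trunk genes raised in tailbuds where Nr6a1 was maintained. For the trunk median of -0.67 a younger embryo cannot be told apart from an effect of the receptor, because no somite counts are given here. The paper states that embryos without Nr6a1 develop more slowly once somites start to form, and fail to turn. It adds that their trunk stalls while both ends keep growing, until they die. Delay, less trunk tissue and dying embryos were not tested as sources of the other list changes.

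Pou5f1 and Nanog rose. More primordial germ cells stay open only as a share too small to move most of their markers. The 8 measured markers had a median of 0.18 (SE of their mean 0.14), under the bound of 1 set beforehand. The mean signals of Ifitm3 (10.02), Kit (9.35), Prdm1 (8.68) and Alpl (7.73) could hide a small share of cells. Their changes were -0.26, 0.16, -0.09 and 0.08, and Prdm14, dimmer than these, stood at 0.20. Tfap2c stood at 0.99 (adjusted p = 0.0458) with 1 of 3 probe sets called, Dppa3 at 0.50 and Dnd1 at 0.32. Of the germ line list, with a median of 0.04, Sycp3 was called at 2.00. Retained epiblast cells are argued against as the whole source only for a share large enough to move most of their genes. The other 16 members of the pluripotency and epiblast list had a median of 0.16 (SE of their mean 0.10). The wildtype signals of Sall4 (12.26), Dnmt3b (11.52) and L1td1 (10.42) could hide a small share here too. Klf4 was called at 1.52, Dppa2 stood at 0.64 and Nodal at 0.52 without passing, and Fgf4 had 1 of 4 probe sets called. Without wildtype replicate 1 Pou5f1 still differed by 5.0 on the log2 scale (adjusted p = 0.134, with fewer arrays). A rise within cells that do not carry the whole programme may be the case, and no test here addressed it. The paper describes Nr6a1 as a direct repressor of Pou5f1 in embryonic stem cells. It cites higher Pou5f1 in the posterior growth zone of null embryos at an earlier stage. In later tailbuds it detected no Pou5f1 by quantitative PCR, in wildtype or after conditional deletion.

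Wildtype replicate 2 resembled the mutants more (Pearson r 0.9948 and 0.9952) than wildtype replicate 1 did (0.9931 with each). Across probe sets, its difference from replicate 1 correlated with the mutant change at r = 0.273 (Spearman 0.201), against -0.04 for the difference between mutants. Of called probe sets, 77.9% shared the sign, and probe sets are not independent replicates. Both measures have replicate 1 on both sides, so a noisier replicate 1 alone would raise them. They therefore do not show that replicate 2 lies between replicate 1 and the mutants. Genes on the sex chromosomes are argued against only as the whole source of this r, which was 0.259 over 33734 autosomal probe sets. RNA input or quality and a noisier replicate 1 cannot be told apart with 2 wildtype arrays. The r that noise in replicate 1 alone would give was not computed. The spread across probe sets was 0.130 on the log2 scale for the wildtype pair and 0.125 for the mutant pair. The poly-A spikes of replicate 1 differed by -0.72 with replicate 2 (10.25) near the mutants (10.27 and 10.22). In contrast, 18S RNA (9.45 and 9.99 in wildtype, 10.83 and 10.74 in mutants) and the 5′ beta-actin probe set (13.15 and 13.43, 13.72 and 13.69) put replicate 2 between replicate 1 and the mutants. A difference in stage between these embryos is untested.

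The 4 arrays can be split into groups of 2 in 3 ways, too few for a share under 0.05; the real split gave 172 called probe sets and the highest other gave 0, so that 1 of 3 reached the real count. Hoxb13 was 3.50-fold higher in whole embryos. That is lower than the value quoted from the study above, which was measured in dissected tailbuds of a conditional mutant.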
